A study of Mus musculus with 6 samples. Its data were reported in "Canonical Wnt signalling regulates nuclear export of Setdb1 during skeletal muscle terminal differentiation" (2016).

How the data were processed

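Chromatin immunoprecipitation and sequencing was done by the authors in C2C12 myoblasts for Setdb1 and H3K9me3, with an input library for each antibody. Per the submitters' processing notes and the methods of the study, reads were aligned to the mouse genome mm9 with Bowtie 0.12.7. Only uniquely aligned reads were kept and PCR duplicates were removed, so reads from repeats with many identical copies are missing from the lists. Peaks were called over the matching input with MACS 1.4, without its fragment length model, and broad H3K9me3 islands with SICER. The Setdb1 list matches a stricter selection, as its lowest fold enrichment was 4.01 and its highest false discovery rate 1%. Its table does not say which of the Setdb1 libraries it came from. Per the study it was the more enriched of the experiments in proliferating myoblasts, and this limit holds for every Setdb1 value here.

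The values per peak are the authors'. The tag counts deposited for each peak are whole reads in the immunoprecipitated library, not scaled for depth. The deposited fold enrichment is a ratio of immunoprecipitated reads to the background that MACS estimated from the input. The deposited score is the negative log10 of the MACS p-value, multiplied by 10. The false discovery rate deposited by the authors is in percent and comes from exchanging the immunoprecipitated and input libraries. In the H3K9me3 list this rate did not fall steadily with the score. Among the 100 peaks of highest score it had a median of 3.74% and reached 22.2%. A limit of 1% left 839 of the 31022 peaks with p below 1e-05, and lost most of these 100. The limit was kept as an alternative because it was planned before the data were examined. SICER islands have positions only. The study's methods give an e-value cut-off for them and do not say whether an input was used.

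MACS positions count from 1 (length equals end minus start plus 1 in all peaks) and SICER starts were read as counted from 0, as they are multiples of its window. Chromosome lengths of the given reference (NCBIM37) are those of mm9, and the matching GENCODE annotation held 37252 genes, 22350 of them protein-coding, and 86803 distinct transcript starts on 20 chromosomes. No repeat annotation was used. A region was assigned by its summit to a start (within 1 kb), an exon, an intron or intergenic sequence. A site was called CpG-rich when the 250 bp on each side of the summit had over 50% GC and a CpG ratio of observed to expected above 0.6.

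Sites were compared with regions by overlap of at least 1 bp. Chance was measured by 1000 random placements of the sites within their chromosome, with widths kept, over the span of the H3K9me3 lists. Shares have exact 95% binomial intervals (Clopper-Pearson), which cover counting error only. Medians and correlations were tested with 100000 permutations, counts with Fisher's exact test or the exact binomial test, and families of tests were adjusted by the Benjamini-Hochberg method. Genes were tested against all other annotated genes in 12 lists fixed before the data were examined: genes the study followed, myogenic and contractile genes, Wnt pathway genes, imprinted genes, germline genes, the H3K9 methylation machinery, genes of other lineages and, by symbol, zinc finger, clustered protocadherin, Hox, olfactory and vomeronasal receptor, and ribosomal protein genes. The genes named were chosen by a rule fixed at the same time. They are the genes the study followed, the genes with a start within 10 kb of the 12 strongest Setdb1 sites inside and the 12 outside H3K9me3 regions, those nearest to the 10 H3K9me3 peaks with most tags, and up to 4 members with a shared site per list by fold enrichment. Rasgrf1, imprinted genes beyond these 4 or without a site, genes in groups of neighbouring sites or in long islands, and the genes that open the other observations were chosen after their values were seen. Alternatives changed the overlap, the caller, the strength of sites or peaks, the placement, the distances and the chromosomes.

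Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. The functions were tested on simulated data. Of 100 simulated sets with the real numbers of sites inside and outside and a log2 shift of 0.15, the test of medians found the shift in 100, and it called a difference in 3 of 100 sets without a shift. Of 20 sets of sites placed at random, 2 gave a p below 0.05 for overlap. No list named for the DMSO or the Wnt3a library was analysed here, and the effect of Wnt3a was not tested.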

Results

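The data were lists of chromatin regions from proliferating C2C12 cells, an established mouse myoblast line that forms multinucleated myotubes when serum is lowered. Chromatin immunoprecipitation followed by sequencing was done with an antibody against Setdb1, a methyltransferase of lysine 9 of histone H3, and with an antibody against H3K9me3, the trimethylated form of that lysine and a mark of silent chromatin. The labels name 6 libraries, each a group of its own: H3K9me3, Setdb1, Setdb1 with the solvent DMSO, Setdb1 after 24 h with 50 ng/ml of the signalling protein Wnt3a, and an input for each antibody. The labels give each group 1 library, and a single Setdb1 list was used although the study repeated its Setdb1 experiment, so every interval and p-value below describes the regions of these lists and not the spread between cultures. The effect of Wnt3a was not analysed here.

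The Setdb1 list held 1191 sites with a median length of 571 bp and between 12 and 389 tags (sequenced reads) per site. The H3K9me3 library was listed by both of its peak callers. MACS, which finds narrow peaks, gave 80480 peaks with a median length of 422 bp and a median of 18 tags, and SICER, which joins windows into broad domains, gave 23268 islands with a median length of 5800 bp. The peaks covered 42.2 Mb and the islands 178 Mb. Merged, they made 52190 H3K9me3 regions over 189 Mb, or 7.40% of the sequenced genome. Total read numbers of the libraries were not used here, so the tags of each region are the only depth behind its values.

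The first question was whether Setdb1 lies where H3K9me3 lies. The strongest Setdb1 site of the list did: it covered the start of Nnat (ENSMUSG00000067786.9), an imprinted gene of neuronal development, on chromosome 2 from 157384896 to 157386742 (mm9), with 250 tags and a fold enrichment of 35.56 over input. It sat within an H3K9me3 peak of 667 tags and 21.19-fold enrichment and an island of 11 kb. Zfp316, a zinc finger gene, carried a pair of strong sites on chromosome 5, from 144014490 to 144016183 in an exon (22.14-fold) and from 144016217 to 144017139 at its start (20.12-fold), both overlapping an H3K9me3 peak of 22.68-fold enrichment. A site in an exon of Insm2, a zinc finger transcription factor gene, reached 19.46-fold on chromosome 12 from 56700913 to 56701672. Of the 12 strongest sites in H3K9me3 regions, the other sites lay more than 10 kb from any annotated start. Among them were a 23.45-fold site 17.8 kb from the start of Ptprs, a receptor phosphatase gene, and a 22.81-fold site 30.1 kb from the start of the imprinted gene Rasgrf1.

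In all, 820 of the 1191 Setdb1 sites overlapped an H3K9me3 region by at least 1 bp, a share of 68.8% (exact 95% binomial interval 66.1 to 71.5%). Random placement of the same intervals on their own chromosomes gave 9.59% on average and 12.3% at most in 1000 placements, so the overlap was 7.18 times the mean (one-sided permutation p = 0.001, the smallest that 1000 placements can give). A total of 666 sites overlapped both a MACS peak and a SICER island, 108 a peak alone and 46 an island alone, and 371 neither. The share rose with enrichment, from 54.4% of sites in the lowest of 5 equal classes of Setdb1 fold enrichment to 82.4% in the highest (odds ratio 3.91, Fisher's exact test, two-sided, p = 4.86e-11). In the reverse direction, 796 of the 52190 H3K9me3 regions held a Setdb1 site, or 1.53% (1.42 to 1.63%).

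**Figure D1:**
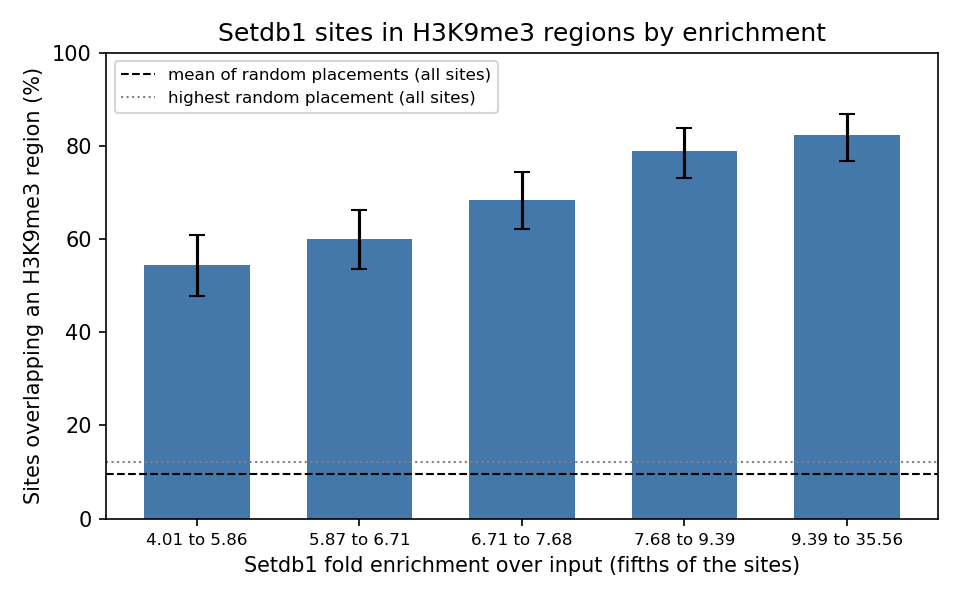
Share of Setdb1 sites overlapping an H3K9me3 region (%, bars, with exact 95% binomial intervals) in 5 classes of Setdb1 fold enrichment. Dashed and dotted lines are the mean (9.59%) and the highest (12.3%) of the random placements of all sites, and the bars rise from 54.4% to 82.4%.

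Genes that the study followed carried shared sites. Ankrd1, which encodes a stress-responsive repeat protein of the sarcomere and nucleus, had an intergenic site 3.70 kb upstream of its start on chromosome 19, from 36197416 to 36198574, with 113 tags and 12.29-fold enrichment. An H3K9me3 peak of 282 tags and 10.86-fold enrichment and an island of 3.80 kb lay over it. Atxn10, the ataxin 10 gene, had a 10.66-fold site 7.63 kb from its start on chromosome 15 from 85158940 to 85159458. A site of 14.63-fold enrichment covered the start of Ptprs on chromosome 17 from 56615740 to 56617164, and Zfp110 held a 12.75-fold intronic site on chromosome 7 from 13427516 to 13428310. Weaker sites lay near Srp14 (6.83-fold), Hspa2 (6.56-fold, in its exon), Fstl3 (6.04-fold) and Prkab2 (5.83-fold). With Nnat, 9 of the 12 genes of this list had a shared site within 10 kb of a start. Ttn, Mmp13 and Atf7ip2 had no site of any kind within that distance. The odds ratio against all other genes was 279 (Fisher's exact test, adjusted p = 2.49e-15). The study picked Ankrd1, Atxn10 and most of the others from shared sites in these libraries, while Ttn, Mmp13 and Atf7ip2 entered it on other grounds. Nnat was shown in its antibody check and used as a positive target, going by its own and published immunoprecipitation data. The count is therefore not independent evidence.

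**Figure D2:**
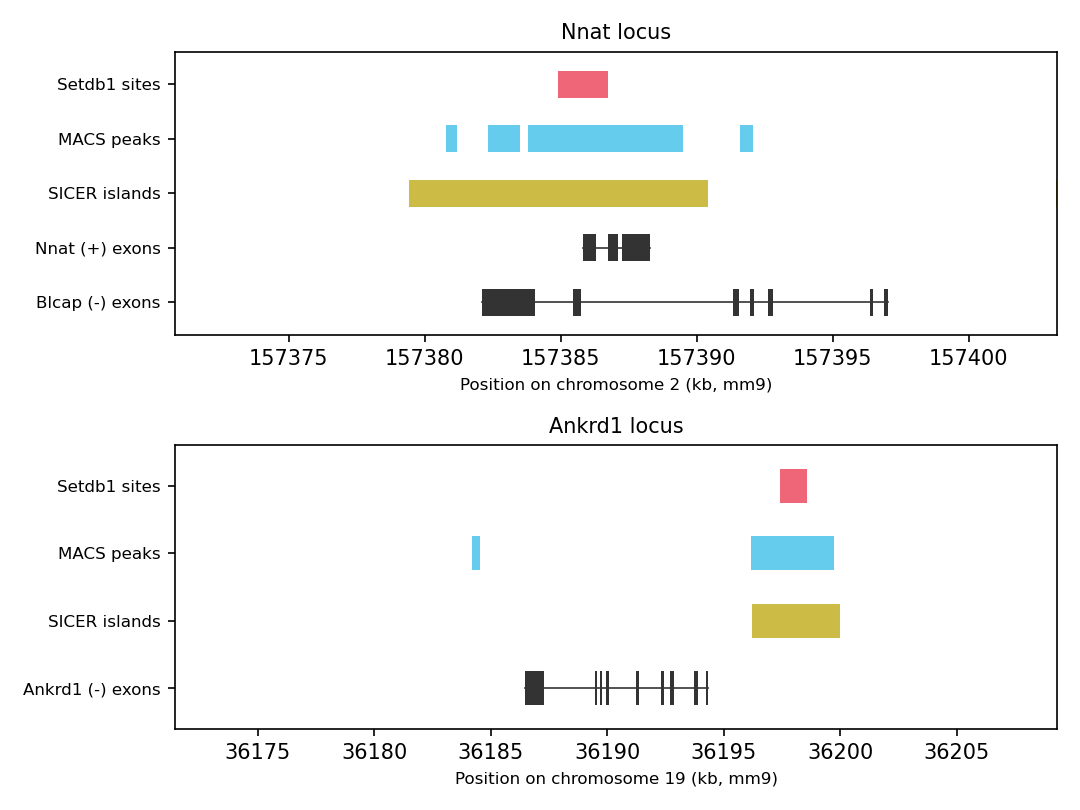
Maps of the Nnat and Ankrd1 loci (positions in kb on chromosomes 2 and 19, mm9), with Setdb1 sites, H3K9me3 MACS peaks, SICER islands and exons. The Setdb1 site covers the start of Nnat, which lies in an intron of Blcap, and lies 3.70 kb upstream of Ankrd1, in both cases within an H3K9me3 peak.

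Imprinted genes stood out among the gene groups. Of 38 annotated members of the imprinted list, 17 had a Setdb1 site in an H3K9me3 region within 10 kb of a start, against 1.04% of all other genes (odds ratio 76.8, Fisher's exact test, two-sided, adjusted p = 8.30e-23 over 12 lists). The odds ratio was 117 within 5 kb, 21.5 within 50 kb and 42.4 with 1 start per protein-coding gene, and each of these passed the test. The genes shared 12 distinct sites, where random placement gave 0.348 on average and at most 4. The 35.56-fold site of Nnat also served its neighbour Blcap, and the 15.43-fold site on chromosome 2 from 174121087 to 174121926 served Nespas and Gnas, the gene of a stimulatory G protein subunit. The further sites, named after their values were seen, lay at or near the starts of Plagl1 (15.43-fold), Nap1l5 (14.09-fold), Inpp5f (13.61-fold), Grb10 (9.39-fold), Peg10 and Sgce (9.15-fold), Peg3 (8.54-fold), Airn in the Igf2r locus (8.15-fold), Impact (7.38-fold), Mest (6.55-fold) and Zrsr1 within Commd1 (5.18-fold). These 12 sites were selected for H3K9me3, and each had both a MACS peak and a SICER island of it. The remaining 21 imprinted genes, H19, Igf2, Snrpn and Dlk1 among them, had no Setdb1 site within 10 kb. The limit mattered at Meg3, also among the 21. A 14.76-fold site in both a MACS peak and a SICER island lay 12.5 kb from its start, on chromosome 12 from 110766326 to 110766923. An H3K9me3 region nonetheless lay within 1 kb of a start at 10 of these 21, H19, Igf2 and Snrpn included. How often this holds for other genes was not counted, so it is not shown to be an excess.

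Among the lists not taken from the study, zinc finger genes were the other group above the background. Of 404 genes named as zinc finger genes by symbol, 19 had a shared site (4.70% against 1.05%, odds ratio 4.66, Fisher's exact test, adjusted p = 5.05e-07). Besides Zfp316 and Zfp110, the highest were Zfp280d (12.08-fold, at its start) and Zfp81 (10.74-fold, at a start). At Zfp81 the H3K9me3 peak had 510 tags and 17.87-fold enrichment over an island of 10.8 kb. Olfactory and vomeronasal receptor genes, expressed in sensory neurons, numbered 2 of 1579 with a shared site (odds ratio 0.111, Fisher's exact test, adjusted p = 2.65e-05). These genes lie in clusters and are not independent, and counted by site the deficit did not pass after adjustment (2 sites against 8.33 in random placements, 0.240 times, one-sided permutation p = 0.0150, adjusted p = 0.180). For the remaining lists Fisher's exact test did not pass: 2 of 64 Wnt pathway genes had a shared site (Rspo2 and Axin1, adjusted p = 0.307), 2 of 32 genes of the H3K9 methylation machinery (Kdm1a and Morc2a, adjusted p = 0.113) and 1 of 33 genes of other lineages (Sox9, adjusted p = 0.519). There was none among 43 myogenic and contractile genes, 38 germline genes, 40 Hox genes, 25 clustered protocadherin genes and 76 ribosomal protein genes (Fisher's exact test, adjusted p = 1 for each). The distance changed some of these calls. Within 5 kb the H3K9 methylation machinery passed (2 of 32, Fisher's exact test, adjusted p = 0.0454), and within 50 kb the Wnt pathway genes (8 of 64, adjusted p = 0.0154) and the clustered protocadherin genes (8 of 25, adjusted p = 2.12e-05), which lie side by side and can share a site. Over all annotated genes, 405 of 37252 had a shared site within 10 kb of a start. This count is sensitive to the annotation, since it was 197 with 1 start per protein-coding gene, an alternative chosen after the data were seen.

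The 371 sites outside H3K9me3 regions lay elsewhere in the genome. The strongest covered the start of 3110083C13Rik on chromosome 14 from 58617948 to 58618612, with 81 tags and 19.44-fold enrichment. The second, of 13.99-fold on chromosome 1 from 127562455 to 127563022, was intergenic and lay 11.0 kb from the nearest start. Sites at the starts of Hdac2, a histone deacetylase gene (13.42-fold, chromosome 10 from 36693600 to 36694233), Cops7a, of the COP9 signalosome (13.25-fold), Exosc10, of the RNA exosome (12.92-fold), Gm17444 (12.30-fold), Gtf2ird2 (12.08-fold), Foxn2, a forkhead factor gene, and Sh3bgrl2 (11.41-fold each) followed. Fam69a had a site of 11.41-fold enrichment 1.60 kb from its start, Serpinh1, a collagen chaperone gene, one of 11.41-fold 9.04 kb away, and Gm10362 one of 12.31-fold 5.92 kb away.

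Of the sites outside H3K9me3 regions, 143 of 371 had their summit within 1 kb of an annotated start, or 38.5% (33.6 to 43.7%), against 67 of 820 inside, or 8.17% (6.39 to 10.3%; odds ratio 7.05, Fisher's exact test, two-sided, p = 1.90e-34). Random placement gave 4.16% for the sites outside and 4.08% for those inside, and both shares exceeded every placement (one-sided permutation p = 0.001, the smallest possible). Over all sites the share was 17.6% (15.5 to 19.9%), 4.28 times the mean of the placements. Inside H3K9me3 regions, 34.4% of summits were intronic and 52.3% intergenic, and outside 23.7% and 36.9%. The sequence differed too, since 29.6% (25.05 to 34.6%) of the sites outside were CpG-rich against 6.95% (5.31 to 8.91%) inside (odds ratio 5.64, Fisher's exact test, two-sided, p = 1.99e-23), with a median GC content of 49.1% and 44.3%.

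**Figure D3:**
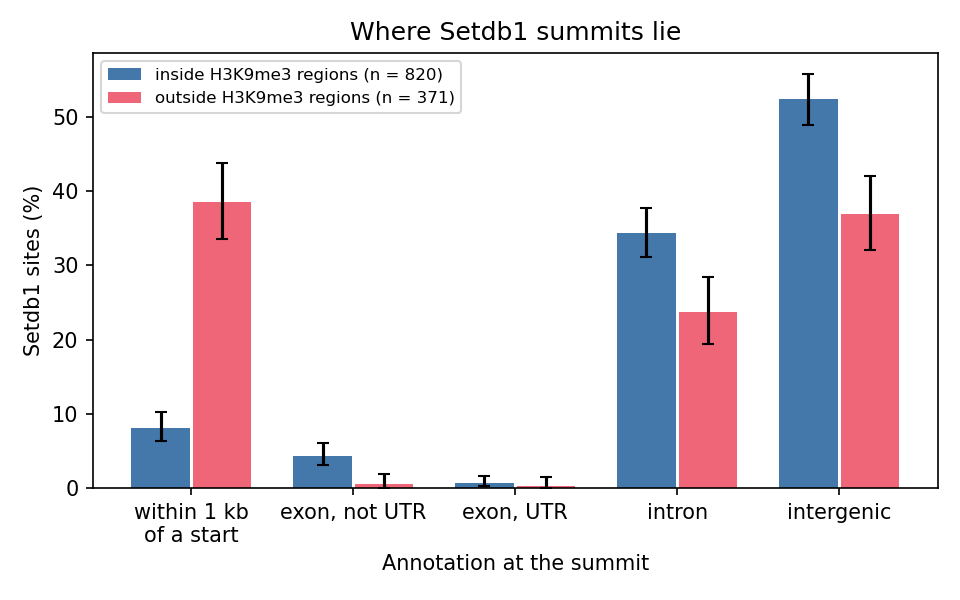
Annotation at the summit of Setdb1 sites inside (n = 820) and outside (n = 371) H3K9me3 regions, as a share of each class (%, bars, with exact 95% binomial intervals). Within 1 kb of a start lay 8.17% of the sites inside and 38.5% of those outside.

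Enrichment of the mark and of the enzyme were then compared. Setdb1 sites inside H3K9me3 regions had a median fold enrichment of 7.41 and those outside 6.71, a difference of 0.14 on the log2 scale (permutation test with 100000 relabellings, two-sided, p = 1e-05, the smallest possible). The difference no longer passed the test among the sites with p below 1e-10 (0.11, permutation p = 0.0935). H3K9me3 MACS peaks with a Setdb1 site had a median fold enrichment of 8.25 (n = 803) and those without 5.50 (n = 79677), a log2 difference of 0.58 (permutation p = 1e-05). Peaks with a site were also wider, 959 against 421 bp, and with widths matched the log2 difference was 0.26 (permutation p = 1e-05). With H3K9me3 peaks of p below 1e-05 and a false discovery rate of at most 1%, a limit that removes most of the highest-scoring peaks, it was 0.13 without matching (permutation p = 0.00229). Of the 1000 H3K9me3 peaks of highest fold enrichment, 17.6% (15.3 to 20.1%) held a Setdb1 site. Across the 774 sites over a MACS peak, both enrichments rose together with Spearman's rho = 0.24 and Pearson's r = 0.27 on log2 values (permutation p = 1e-05 for each). With the peaks left by that limit the correlation did not pass the test (rho = 0.16, permutation p = 0.0706, 133 sites). These are correlations across sites of single libraries, which are not independent replicates.

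The H3K9me3 peaks with most tags were of another kind. Of the 10 highest, 5949 tags fell in a peak at the start of the centrosomal gene Sfi1 on chromosome 11 from 3090811 to 3100129, with only 4.13-fold enrichment. Another 4445 tags fell near AY036118 on chromosome 17 from 39979897 to 39985818, with 2.29-fold enrichment. Further peaks near Sfi1, Gm11400, Pisd-ps1 and Gm10800 had between 2.36-fold and 3.71-fold enrichment, and none of them held a Setdb1 site. So many tags at such low enrichment mean a high background too, so these peaks are not evidence of strong H3K9me3. Regions prone to mapping artefacts were not removed here. The peak near Plec, the plectin gene, on chromosome 15 from 76003323 to 76014763 (1459 tags, 11.68-fold) and that near Gm5215 (1115 tags, 8.81-fold) did hold one. Between the callers, 84.0% (83.5 to 84.4%) of SICER islands contained a MACS peak and 64.1% (63.7 to 64.4%) of MACS peaks lay in an island, while the bases found by both came to 30.7 Mb.

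Setdb1 sites were not spread evenly. Chromosome 15 had 92 sites where its length predicted 46.7 (1.97 times, two-sided exact binomial test, adjusted p = 1.51e-08 over 20 chromosomes), and chromosomes 17 (1.49 times, adjusted p = 0.00932), 11 (1.35 times, 0.0422) and 6 (1.29 times, 0.0489) were also above. Chromosome X had 12 sites where 75.2 were predicted (exact binomial test, adjusted p = 1.39e-18), and chromosomes 7 (0.639 times) and 14 (0.602 times, adjusted p = 0.00745 for each) were below. With Setdb1 fold enrichment of at least 8 only chromosome X differed. Chromosome 15 had H3K9me3 regions over 17.7% of its sequence, and 70.1% of its H3K9me3 peaks had a local input above the genome-wide rate, against 10.4% on chromosome 7. This rate was not measured but inferred from fold values that are not whole multiples of 0.687 (within 0.012). It concerns the H3K9me3 input, not the Setdb1 input. Relative to the H3K9me3-covered length, chromosome 15 was at 0.821 times the prediction (exact binomial test, adjusted p = 0.104) and chromosome X was below, at 0.471 times (adjusted p = 0.0159). On that scale 7 chromosomes still differed, and apart from X they were other ones than by length. Chromosomes 16 (1.77 times), 10 (1.73 times), 12 (1.57 times) and 19 (1.55 times) were above, and chromosomes 2 (0.658 times) and 8 (0.543 times) below.

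**Figure D4:**
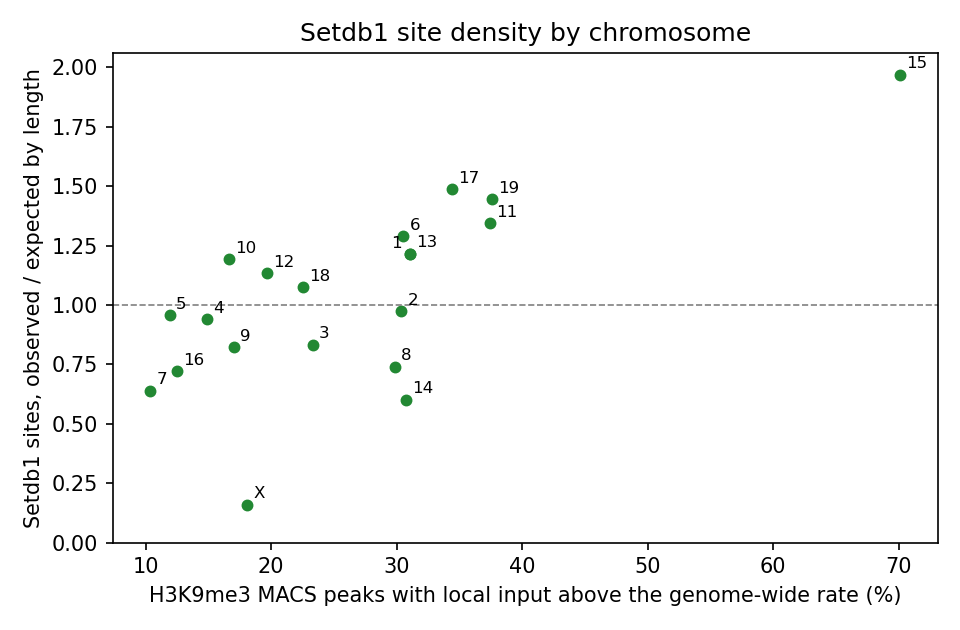
Setdb1 sites per chromosome over the number predicted by length (points, 1 per chromosome) against the share of H3K9me3 MACS peaks with local input above the genome-wide rate (%, inferred from their fold values), with a dashed line at the prediction. Chromosome 15 lies at 1.97 and 70.1%, chromosome X at 0.160 and 18.1%.

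Sites also lay near one another. A total of 224 sites had another site within 50 kb, 3.66 times the mean of the random placements (61.3, one-sided permutation p = 0.001, the smallest possible), and 1.45 times the mean when sites were moved only 20 to 200 kb (p = 0.001). Some of these may be single stretches split by the caller. The first Zfp316 site ended at 144016183 and the second began at 144016217, and 3 sites near Gm12586 spanned 1.72 kb. Such sites were counted separately, here and in the tests by chromosome. There were 12 groups of 3 or more sites. The largest, of 5 sites each, lay on chromosome 5 from 143890511 to 144017139, around Rbak and Zfp316 with all 5 in H3K9me3 regions, and on chromosome 11 from 120410973 to 120495567, around Mafg and Anapc11 with none in such a region.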

Values the study reported

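The study reported 1191 Setdb1-binding sites in proliferating C2C12 myoblasts. Its independent Setdb1 experiments had a Pearson correlation of 0.7. It obtained more than 50 000 regions enriched in H3K9me3 by joining the results of its peak callers, and these overlapped 820 of the Setdb1 sites (68.8%). It gave the share of H3K9me3 regions bound by Setdb1 as 1.3%. The sites with both Setdb1 and H3K9me3 were assigned to 169 genes, of which 26 were upregulated after acute Setdb1 knockdown.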

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

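The alternatives that name a start per gene, protein-coding genes, GC content, sequenced bases or long islands were chosen after seeing the data. No paired analysis was possible because each group holds a single library. The excess of Setdb1 sites in H3K9me3 regions passed its test under all 16 alternatives, from 5.28 to 78.4 times the mean of the placements, while the share ranged from 35.1% to 82.1%. The excess at starts passed under 3 alternatives (2.07 to 5.88 times the mean of the placements), that of neighbours under 4 (1.45 to 6.06 times), and those of imprinted (odds ratio 21.5 to 117) and zinc finger genes (3.32 to 5.67) under 6 each. The share of H3K9me3 regions with a site was 0.998% of MACS peaks, 2.95% of SICER islands, 15.7% of MACS peaks with p below 1e-05 and a false discovery rate of at most 1%, and 0.694% with Setdb1 fold enrichment of at least 8. The share of islands found by MACS was 6.55% when at least 50% of the island had to be covered and 3.00% with the MACS peaks of that false discovery rate, a limit that removes most of the highest-scoring peaks. The difference in Setdb1 enrichment inside and outside lost its test among sites with p below 1e-10 (0.11 on the log2 scale, p = 0.0935, 76 sites outside), and the correlation of both enrichments with the MACS peaks of that limit (rho = 0.16, p = 0.0706, 133 sites). In both, fewer sites were tested, and in the latter the strongest peaks were mostly missing. The number of chromosomes that differed was 7 and became 1 with Setdb1 fold enrichment of at least 8, again with fewer sites (447). It was 7 relative to the H3K9me3-covered length, with only X among both sets, and 6 by sequenced bases. Genes with a shared site numbered 246 within 5 kb, 1672 within 50 kb, 198 with the stronger Setdb1 sites and 197 with 1 start per protein-coding gene, against 405. Each antibody is represented by the lists of 1 library, so no difference between cultures could be measured, and a region absent from a list was not detectable at the authors' thresholds.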

Other observations

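The tests of weak sites, of narrow GC classes, of H3K9me3 near all sites outside, of local input and of H3K9me3 density by chromosome were chosen only after the result was seen. Setdb1 sites outside H3K9me3 regions lay at the starts of the following 6 genes, which were picked after their values were seen. No list of related genes was tested and related genes without such a site were not counted, so nothing follows for a group. Ezh2, the H3K27 methyltransferase, had a site of 7.38-fold enrichment and Suz12, of the same complex, one of 6.04-fold. Rybp (7.92-fold) and Yaf2 (7.59-fold), both of the other Polycomb complex, had sites within 1 kb of a start, as did E2f6 (7.31-fold) and Mga (7.18-fold), transcription factors that recruit it. None of these 6 sites overlapped an H3K9me3 region.

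SICER islands of 100 kb or more numbered 49 and covered 7.70 Mb, with 14 of them on chromosome 2, all between positions 168870401 and 179270400. The longest, of 421 kb, ran from 169475601 to 169896600 on chromosome 2 over Tshz2, a zinc finger homeobox gene. The next, of 373.6 kb, lay on chromosome 4 from 153680201 to 154053800 over Prdm16, a regulator of brown fat. No gene of the zinc finger list lay in any of them. Of these islands, 4.08% (exact 95% binomial interval 0.498 to 14.0%) held a Setdb1 site, against 2.87% (1.85 to 4.24%) of those of 20 to 100 kb. The share was highest, at 7.63% (5.85 to 9.75%), in islands shorter than 2 kb, and between 2.41% and 3.27% in the classes from 2 to 20 kb. These shares are per island and were not corrected for length, although a longer island meets a site more easily. The islands of 100 kb or more included 2 with a site over 7.70 Mb, and those shorter than 2 kb included 58 over 1.13 Mb.

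The study's count of genes with Setdb1 and H3K9me3 was compared at its distance of 10 kb. The count here was 405. That is higher than the value quoted from the study above. The annotations are unlike, since this count takes all annotated genes and transcript starts, and it was 291 for protein-coding genes and 197 with 1 start for each of these.

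The first pattern weighed is that Setdb1 sites outside H3K9me3 regions lie at gene starts. Weak sites near the threshold do not account for it, since 42.7% (33.9 to 51.9%) of the third with highest enrichment lay within 1 kb of a start, against at most 11.3% in random placements. Within GC classes, sites at starts were still less often in H3K9me3 regions than other sites (odds ratio 0.260 over 5 classes, 95% interval 0.178 to 0.378, and 0.262 over classes of 2 percentage points, 0.177 to 0.387). In the lowest of the 5 classes, though, the shares were alike (83.3% of 12 sites at starts, 82.4% of others). So GC content alone does not account for this difference between the sites, but sites recovered through their GC content are not excluded. Places without Setdb1, at starts and elsewhere, were not compared at equal GC. H3K9me3 below the calling threshold was taken to predict more H3K9me3 regions near the sites outside. Within 5 kb, 23.2% of them had one against 17.1% of moved sites (95% range 13.2 to 21.0%), which was above that range. Of the 143 sites at starts, 19.6% had one (range 11.4 to 24.2%). But called regions nearby do not measure weak signal at the site itself, so this explanation stays open for both. Unspecific recovery of open chromatin was not tested here. The study checked the antibody in embryonic stem cells and found lower signal where Setdb1 was knocked out. Its examples, Atf7ip2 and Nnat, had no site outside H3K9me3 regions in the C2C12 lists. Here the Nnat site lay in such a region and Atf7ip2 had no site within 10 kb. H3K9me3 in the stem cells was not examined here, so whether that check covers sites without H3K9me3 cannot be told from these lists. The study also found some Setdb1 sites with the activating mark H3K9 acetylation and no H3K9me3. It reported Setdb1 at core promoters and CpG islands as well, and marks of active promoters and enhancers at Setdb1 sites.

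The second pattern is the long SICER islands, where local input should be raised if extra copies of a region had made them, which needs islands called without an input. MACS divides by the larger of the genome-wide and the local input rate, and 71.6% of its H3K9me3 peaks have fold values that are whole multiples of 0.687 (within 0.012), as the genome-wide rate would give. The median background, tried first, was 0.976 times that elsewhere and was set aside because this floor fixes it. The share of peaks above the floor was 26.9% inside the islands (95% interval from resampled islands 21.6 to 32.9%) and 28.5% elsewhere, which shows no rise but does not exclude a small one. The value elsewhere pools chromosomes whose own shares run from 10.4% to 70.1%, so a local rise could be hidden. Broad domains of strong H3K9me3 predict a higher median MACS enrichment inside, and it was 6.18 inside and 5.50 elsewhere. But this ratio of 1.12 is a single step of that unit and extra copies would raise it too, so it decides nothing. No other biological explanation was tested.

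The third pattern is the uneven density of Setdb1 sites over chromosomes. It followed the share of H3K9me3 peaks above the input floor (Spearman's rho = 0.70, permutation p = 0.000830, Pearson's r = 0.72, p = 0.000420, n = 20 chromosomes; r = 0.51 without chromosomes 15 and 7), and this share was 70.1% on chromosome 15 against 10.4% on chromosome 7. It also followed the H3K9me3-covered share of the chromosome (rho = 0.67, p = 0.00143, r = 0.75, p = 0.000150; r = 0.52 without chromosomes 15 and 17). Chromosome X, the farthest below the prediction (0.160 times), departed from the first relation. Its share above the input floor was 18.1%, higher than on chromosomes 7 (10.4%, 0.639 times) and 5 (11.9%, 0.959 times). Its H3K9me3-covered share was the lowest, at 2.50%. Extra copies of chromosome 15 in this line are a candidate explanation, since they would give more reads and so more called regions of either kind, and it remains open beside a true difference. Both relations were computed on the same 20 chromosomes, and no biological explanation other than H3K9me3 density was tested.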
